A study of Homo sapiens with 9 samples. Its data were reported in "Exclusion of HDAC1/2 complexes by oncogenic nuclear condensates" (2024).

How the data were processed

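Transcriptomes of BJ cells, an established line of human foreskin fibroblasts, were profiled by RNA-seq in 9 samples. The samples fall into 3 groups of 3 replicates, all at passage 25 per the labels. WT cells expressed EGFP, a green fluorescent protein that serves as the control. SS cells expressed SS18-SSX1, the fusion oncoprotein of synovial sarcoma. SS-A485 cells expressed SS18-SSX1 and were treated with 1 µM A485, an inhibitor of the acetyltransferases CBP and p300, which place the H3K27ac mark on histones. One protocol field of the labels lists this treatment for all 9 samples, while the titles and the per-sample treatment entries name A485 for SS-A485 alone, so A485 was taken to apply to SS-A485 only. No group combined EGFP with A485, so an effect of the inhibitor that does not involve the fusion was not measured here. Per the labels, mRNA was selected from total RNA with oligo-dT beads, fragmented, and reverse transcribed with random hexamers before library construction.

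The deposited table gives 1 whole number per gene and sample for 55999 genes with their hg38 coordinates. The authors did not state the aligner, the counting tool, the annotation or the use of strand. The values are treated as an expression score made by the authors that resembles TPM, a length-scaled measure of each transcript's share of the library, cut down to whole numbers, because each deposited column adds up to between 988325 and 990417. These totals lie just below the fixed total of TPM columns, short of it by 9583 to 9698 in WT and by 11265 to 11675 in SS, where more genes are above 0, which is what loss of the fractions produces, and levels do not rise with exonic length, so the score appears scaled for length. A score of 0 therefore means less than 1, and changes near that floor are poorly resolved. The number of reads per sample cannot be recovered from such a score. Sequencing depth is unknown, and no interval or detection limit that needs it is given. All 9 columns name their sample, and all were used. Of the identifiers, 55766 were found in GENCODE release 44, and 99.94% of these lie on the same chromosome.

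The tests planned for this study took a count model for a table of counts and limma for normalized values. Since the values are a score, limma (version 3.58.1, R 4.3.3) was used with a mean-variance trend on log2(score + 1), with a pseudocount of 1. All 9 samples entered one fit with 1 coefficient per group and no covariate, and 3 comparisons were drawn from it: SS against WT, SS-A485 against SS, and SS-A485 against WT. The planned main filter needs counts and could not be used, so a score of at least 1 in at least 3 samples, which had been listed as a second filter, became the filter once the unit was known. It left 16215 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change of at least 2, that is an absolute log2 change of at least 1. A change of exactly 1, which a gene going from 0 to 1 shows, counts as reaching the threshold. That detail was settled after the results were seen, when rounding error was found to decide such genes. All log2 changes are on the log2(score + 1) scale and understate the change of low genes. No fold is given against a group listed at 0.

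Genes named in the text follow a rule. They are SS18 and SSX1, the parts of the fusion; PAX6, NKX3-2 and SOX2, which the study names; the 5 called genes with the largest rise and the 5 with the largest fall in SS against WT and in SS-A485 against SS, among genes with a mean score of at least 10 and no overlap between the samples of the groups; the 3 genes raised in SS and raised again in SS-A485 with the largest second change; and members of the fixed gene lists. One gene that meets this rule is not reported here. The 11 fixed lists include genes the study shows as activated and genes it shows as repressed, both perhaps chosen on these samples. The others are extracellular matrix, HOX, other homeobox and paired-box, SOX, axon guidance, proliferation, hypoxia, histone deacetylases (HDAC) and subunits of the BAF chromatin remodelling complex. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all lists and both comparisons, with fry beside it. 4 further sets (interferon-stimulated genes, the alpha-globin cluster, other red-cell genes and 20 housekeeping genes) were drawn up after the data were seen. All 20 housekeeping genes were above 0 in every sample, with a lowest score of 10.

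SS-up and SS-down genes are those called in SS against WT. Unregulated genes have an unadjusted p over 0.5 and an absolute log2 change under 0.5 there. Both SS against WT and SS-A485 against SS use the SS libraries, so 100 simulations were run to give the values expected with no effect of A485. Each drew all 9 samples anew from the group means, with the SS means for SS-A485, and passed through the same steps. Noise was independent across genes at each gene's fitted spread, so no simulated library deviates as a whole. The procedure was tested on simulated data in which 200 of 15803 genes were changed, all drawn from genes with a mean score of at least 10. It recovered 78% of the changed genes with the right sign, and 84.6% of the 136 genes changed at least 4-fold. Unchanged genes made up 4.88% of the calls, and a comparison without any change gave 0 calls. The recovery rates do not cover genes near the floor, nor data in which far more genes change. Of the 3951 genes called higher in SS against WT, 1659 had a mean score of at least 10.

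The alternatives tried were quantile normalization, centring each sample on its median gene, no filter, a pseudocount of 0.1, the replicate number as a block, fits on only the groups compared, other thresholds, and leaving out each sample in turn. After the data were seen, a filter at a score of 10, centring on genes with a mean score of at least 10, and loess corrections of each sample for exonic length and exonic GC content (span 0.5) were added. SS-up, SS-down and unregulated genes were called anew under each alternative. Also after the results were seen, the SS-up and SS-down genes called on the deposited scale were followed under the scalings and several other alternatives. Exonic length, GC content and promoter sequence came from GENCODE release 44 and hg38. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.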

Results

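Gene expression was measured by RNA-seq in 9 samples of BJ fibroblasts, with 3 samples each of WT (EGFP), SS (SS18-SSX1) and SS-A485 (SS18-SSX1 with 1 µM A485). The values are a deposited expression score that resembles TPM, a length-scaled measure of transcript share, and is cut down to whole numbers, and the read depth behind it is unknown. Between 13461 and 13484 genes were above 0 in the WT samples, against 15898 to 16067 in SS. The SS-A485 samples had 14134, 14839 and 14912 genes above 0. Across genes, the log2 scores of replicates correlated at 0.966 to 0.973 in WT and at 0.96 to 0.964 in SS. In SS-A485, replicates 2 and 3 correlated at 0.962, but replicate 1 correlated at only 0.886 with replicate 2 and at 0.917 with replicate 3. The first principal component, with 52.8% of the variance, separates WT from SS. The second, with 20.4%, separates SS-A485 from both other groups, and the third, with 12.8%, parts SS-A485 replicate 1 (-90.7) from replicates 2 and 3 (61.8 and 31.5), with WT and SS samples in between.

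SS18 and SSX1 were examined first, because the introduced fusion is built from them. SS18 (ENSG00000141380, hg38 chromosome 18, 26016253 to 26090613) had scores of 59, 62 and 61 in WT and 5218, 7374 and 6792 in SS, a log2 change of 6.70 (SE 0.64, limma adjusted p 0.000103). SSX1 (ENSG00000126752, chromosome X, 48255317 to 48267444) was listed at 0 in all WT samples and at 245, 123 and 271 in SS. SSX1 belongs to a family of near-identical genes, so its score is uncertain. In SS-A485 the SS18 score was 630, 3794 and 4175, so the group mean was 44.4% of that in SS. This difference did not pass the threshold (log2 change -1.57, SE 0.64, limma adjusted p 0.157), and SSX1 did not either (43, 170 and 168; log2 change -0.90, SE 0.54, adjusted p 0.358). After correction for exonic GC content the SS18 change was -1.86 with an adjusted p of 0.0389. Without SS-A485 replicate 1 it was -0.68. The score does not tell fusion transcripts from those of the endogenous genes.

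**Figure D1:**
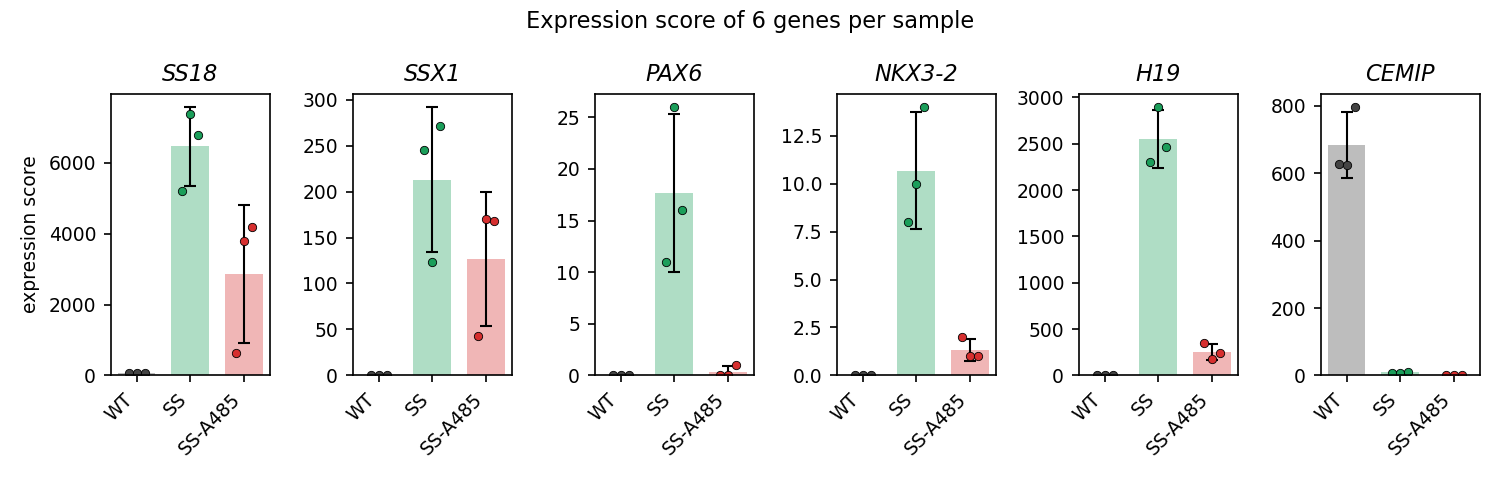
Expression score (y axis, linear) of SS18, SSX1, PAX6, NKX3-2, H19 and CEMIP in WT, SS and SS-A485; points are samples, bars are group means and error bars are SD over 3 samples. SS18 rises from about 61 in WT to between 5218 and 7374 in SS, and SS-A485 replicate 1 has the lowest score of the fusion samples, 630.

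To find the genes that the fusion raises and lowers, SS was compared with WT. Of 16215 genes tested, 3951 were called higher and 849 lower in SS, so that 82.3% of the calls were rises. This split depends on scaling. The median change of all tested genes was 0.53, and that of the 9364 genes with a mean score of at least 10 was 0.39, so the typical gene lay above 0 on this scale. When each sample was centred on its median gene, which moved the result most, 1951 genes were higher and 2398 lower (44.9% rises). Quantile normalization gave 1862 and 1977 (48.5% rises), and centring on genes with a mean of at least 10 gave 2634 and 1565 (62.7% rises). Of the genes called higher, 1487 (37.6%) were listed at 0 in all WT samples.

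**Figure D2:**
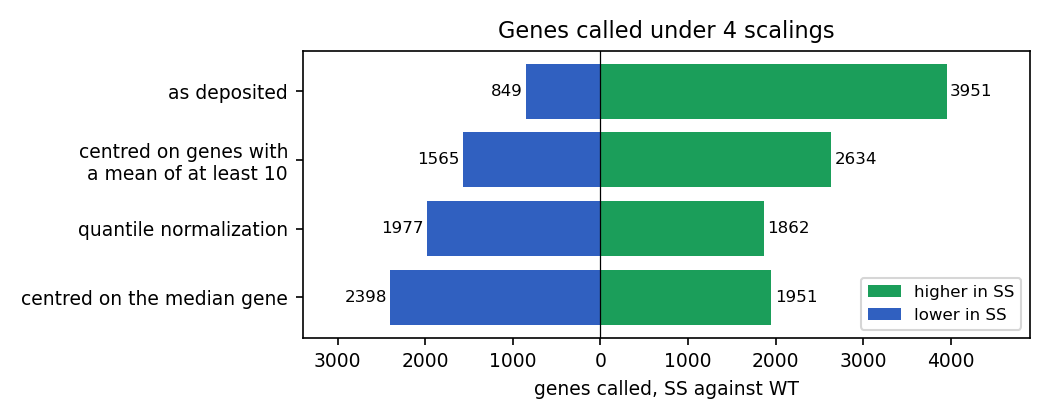
Number of genes called in SS against WT (x axis; rises to the right, falls to the left) under the deposited scale and 3 other scalings (y axis). Rises make up 82.3% of the calls as deposited and 44.9% after centring on the median gene.

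The 5 genes with the largest rise were all listed at 0 in WT. H19 (ENSG00000130600, a long non-coding RNA on chromosome 11, 1995176 to 1996191) reached a score of 2552 ± 309 (SD, n = 3) in SS, a log2 change of 11.31 (SE 0.23) with a limma adjusted p of 1.14e-07. HBA1 (ENSG00000206172, chromosome 16, 176680 to 177522) reached 1057 ± 83.6 and HBA2 (ENSG00000188536, chromosome 16, 172876 to 173710) reached 509 ± 64.9. These alpha-globin genes are near-identical copies, so the division of the score between them is uncertain. NGFR (ENSG00000064300, chromosome 17, 49495293 to 49515008) reached 936 ± 109, and ECEL1 (ENSG00000171551, chromosome 2, 232479827 to 232482458) reached 765 ± 41.9. The log2 changes of HBA1, HBA2, NGFR and ECEL1 lay between 8.99 and 10.04, with adjusted p of at most 1.47e-05.

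Among the genes that fell, CEMIP (ENSG00000103888, chromosome 15, 80779343 to 80951776) dropped from 684 ± 97.9 in WT to 9 ± 1.73 in SS (SD, n = 3 each), a log2 change of -6.10 (SE 0.18, limma adjusted p 4.56e-07). TNFRSF11B (ENSG00000164761, chromosome 8, 118923557 to 118951885) went from 588 ± 127 to 7.67 ± 1.53, with a log2 change of -6.08. VIT (ENSG00000205221, chromosome 2, 36696690 to 36814787) had 31, 139 and 128 in WT and 0, 0 and 1 in SS. The other genes under the rule were pseudogenes. Reads of AC022149.1, a processed pseudogene, can come from related genes. AC022149.1 (ENSG00000269378, chromosome 19, 14621634 to 14622242) had 178, 290 and 42 in WT and was listed at 0 in SS, and WFDC21P (ENSG00000261040, chromosome 17, 60083566 to 60088256) had 41, 97 and 75 in WT and 0, 0 and 1 in SS. Exons of PAX6 and CEMIP overlap exons of protein-coding genes on the opposite strand (ELP4 and MESD), and exons of H19, HBA1, HBA2, NGFR and WFDC21P overlap non-coding transcripts there. Since the use of strand is not stated, reads of these genes are not fully separable.

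Of the developmental genes that the study names, PAX6 (ENSG00000007372, chromosome 11, 31784779 to 31811134) was listed at 0 in WT and scored 11, 26 and 16 in SS, a log2 change of 4.14 (SE 0.37, limma adjusted p 7.28e-05). NKX3-2 (ENSG00000109705, chromosome 4, 13540830 to 13544508) was likewise listed at 0 in WT and scored 8, 10 and 14 in SS, a log2 change of 3.51 (SE 0.26, adjusted p 2.7e-05). SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) was listed at 0 in all 9 samples and could not be tested.

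Gene lists were then compared between SS and WT. The list of activated genes holds 11 genes, of which 10 passed the filter and 10 were called higher (median log2 change 3.62, camera adjusted p 4.16e-06). Of the 9 genes shown as repressed, all 9 were lower and 7 were called (median -2.09, camera adjusted p 8.46e-09). Both lists come from the study and may have been chosen on these samples, so they were not taken as independent evidence. HOX genes rose (22 of 34 called higher, median 1.56, camera adjusted p 0.000237), as did other homeobox and paired-box genes (47 of 59 higher and 1 lower, median 2.21, camera adjusted p 2.29e-11). SOX genes (10 of 12 higher, median 2.14, camera adjusted p 0.000271) and axon guidance genes (20 of 30 higher and 1 lower, median 2.13, camera adjusted p 0.00038) also rose. Extracellular matrix genes fell, with 11 of 22 called lower and 1 higher (median -1.05, camera adjusted p 6.89e-11). Proliferation genes fell most, with 15 of 17 called lower (median -2.92, camera adjusted p 2.05e-17). MKI67 scored 26, 21 and 15 in WT and 0, 2 and 0 in SS. These 8 lists also passed under fry. The 5 lists that rose kept their direction under every scaling tried. Centring lowers every gene in SS against WT and so could not have turned the 3 that fell.

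Adjusted over the list alone, the counts in SS against WT were 10 higher for activated genes, 22 higher for HOX and 10 higher for SOX. They were 7 lower for repressed genes and 15 lower for proliferation. Extracellular matrix had 1 higher and 12 lower, other homeobox genes 47 higher and 2 lower, and axon guidance 22 higher and 1 lower. Hypoxia genes (median -0.12, camera adjusted p 0.278) and deacetylases (median 0.39, camera adjusted p 0.366) did not pass. Among hypoxia genes, 4 were called higher and 2 lower of 11 tested, with VEGFA going from 23, 21 and 16 in WT to 207, 203 and 200 in SS, and LDHA from 1493, 2277 and 1711 to 491, 519 and 462. BAF subunits had a median of 0.64 with 4 of 20 called higher, among them SS18 itself. They did not pass under camera (adjusted p 0.353) but did under fry (adjusted p 0.013). The median of the BAF list turned to -0.06 when samples were centred on the median gene, and that of the deacetylases to -0.31, so neither list has a direction that is free of the scaling. The hypoxia median moved to 0.02 after GC correction.

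The study describes HDAC1 and HDAC2 as the most abundant deacetylases in these cells. In WT, HDAC2 scored 115 ± 16.2 and HDAC1 78 ± 5.57 (SD, n = 3), ranks 1 and 2 of the 11 genes. HDAC5 with 76.7 ± 6.81 and HDAC7 with 75.7 ± 8.62 lie within the spread of HDAC1. In SS, HDAC2 scored 180 ± 8.74 and HDAC1 83.3 ± 10.5, and only HDAC6 was called higher (23, 21 and 17 in WT, 33, 47 and 65 in SS). In SS-A485, HDAC2 scored 145 ± 81.2 and HDAC1 113 ± 27.6.

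To ask which genes the inhibitor changes in cells with the fusion, SS-A485 was compared with SS. Only 206 genes were called higher and 2315 were called lower, so rises made up 8.2% of the calls. After centring on the median gene the counts were 694 and 1842 (27.4% rises), and after quantile normalization 777 and 1697 (31.4% rises). The median change of all tested genes was -0.085. Leaving out samples moved these counts. Without SS-A485 replicate 1, 499 genes were higher and 2358 lower. Without SS replicate 3, 93 were higher and 1255 lower, and without SS replicates 1 and 2, 1371 and 1330 were lower. With any SS replicate left out, genes above 0 in the 3 SS samples alone fail the filter. A part of this drop therefore comes from the filter and not from a particular sample.

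Genes with the largest fall were nearly at 0 again in SS-A485. CLDN5 (ENSG00000184113, chromosome 22, 19523024 to 19527545) scored 77, 61 and 53 in SS and was listed at 0 in all SS-A485 and WT samples, a log2 change of -6 (SE 0.21, limma adjusted p 8.3e-06). LRATD1 (ENSG00000162981, chromosome 2, 14632717 to 14640041) scored 31, 42 and 42 in SS and was listed at 0 in both other groups. NEFM (ENSG00000104722, chromosome 8, 24913761 to 24919093) went from 113 ± 33.5 in SS to 1 ± 1 in SS-A485 (SD, n = 3). TMEFF2 (ENSG00000144339, chromosome 2, 191949043 to 192194916) went from 78.3 ± 8.5 to 1.33 ± 2.31, and ABCB1 (ENSG00000085563, chromosome 7, 87503859 to 87713248) from 53 ± 7.55 to 0.333 ± 0.577. All 5 had been listed at 0 in WT. PAX6 fell to 0, 0 and 1 (log2 change -3.81, SE 0.37, adjusted p 0.00019), and NKX3-2 to 2, 1 and 1 (log2 change -2.32, SE 0.26, adjusted p 0.000449). H19 fell to 10.1% of its SS mean, NGFR to 7.66%, HBA2 to 17.4%, HBA1 to 31.3% and ECEL1 to 48.5%, and all 5 were called lower.

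Of the genes that rose in SS-A485, AC133550.2 (ENSG00000260570, a long non-coding RNA on chromosome 16, 28830612 to 28837200) went from 3, 0 and 0 in SS to 40, 35 and 43 (log2 change 4.66, SE 0.97, limma adjusted p 0.0106). Its exons overlap those of ATXN2L on the opposite strand. WFDC21P rose to 16, 7 and 13 (log2 change 3.30, SE 0.45, adjusted p 0.00107), and CPED1 (ENSG00000106034, chromosome 7, 120988711 to 121297442) rose from 4.33 ± 1.53 to 28.7 ± 9.29 (SD, n = 3), while it scored 20.7 ± 3.51 in WT. MX1 (ENSG00000157601, chromosome 21, 41420304 to 41427866) scored 317, 41 and 68 in SS-A485 against 17, 9 and 8 in SS (log2 change 3.05, SE 0.70, adjusted p 0.0176), and IFIT1 (ENSG00000185745, chromosome 10, 89392623 to 89406487) scored 285, 89 and 165 against 45, 14 and 14 (log2 change 2.90, SE 0.54, adjusted p 0.0061). MX1 overlaps TMPRSS2 on the opposite strand. It was no longer called in 2 of the 9 fits that each left out a sample, with adjusted p of 0.0581 without SS replicate 2 and 0.065 without SS replicate 3.

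The genes that the fusion raised were then followed under the inhibitor. Of the 3951 SS-up genes, 1804 (45.7%) were called lower in SS-A485 than in SS and 14 (0.354%) higher. The count of 14 became 64 (1.62%) after centring on the median gene and 101 (2.56%) under quantile normalization. When SS-A485 samples were simulated from the SS means, 0.0527% were called lower. Centring on the median gene lowered the share of the same 3951 genes to 37.8%, and quantile normalization lowered it to 33.5%. When the SS-up genes were instead called anew under each alternative, the share was 62.9% of the 1951 genes called higher after centring on the median gene, and 35.1% of 4533 after GC correction. Called anew, it ranged from 32.4% to 50.8% when single samples were left out. The low end came from fits without an SS replicate, in which genes above 0 in the 3 SS samples alone fail the filter. The SS-up genes had a median change of -1, against -0.05 in the simulations. Without SS-A485 replicate 1 the median of the same genes was -0.94, and that of the 4573 genes called anew was -0.60. Over all tested genes, an SS-up gene was lowered with an odds ratio of 19.3 (Fisher's exact test, two-sided, in which genes are not independent replicates). Calls in both comparisons rest on the same spread estimate of each gene, which can raise this ratio.

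Genes in the other sets moved less. Of the 849 SS-down genes, 63 (7.42%) were called higher in SS-A485 and 48 (5.65%) lower, and their median change was 0.13 against 0.03 in the simulations. The share called higher was 16.4% of the same genes without SS-A485 replicate 1 and 19.8% after centring on the median gene, and 0.0251% in the simulations (odds ratio 8.53, Fisher's exact test, two-sided, p 1.35e-31, genes again not being independent). The shared spread estimate can raise this odds ratio too. Of the 2782 unregulated genes, 91 (3.27%) were called lower and 42 (1.51%) higher, with a median change of 0.004. This balance depends on scaling. Of the same genes, 59 were lower and 124 higher after centring on the median gene (median 0.345). Under quantile normalization 65 were lower and 137 higher (median 0.291). In each SS-A485 replicate the SS-up genes had a negative median, at -1.20, -0.97 and -0.93, whereas the medians of the SS-down genes were -0.03, 0.14 and 0.14. The unregulated genes had medians of -0.36, 0.23 and 0.19, so replicate 1 lay lower in these as well. Relative to them, the SS-up medians were -0.83, -1.20 and -1.12 and the SS-down medians 0.33, -0.09 and -0.04.

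**Figure D3:**
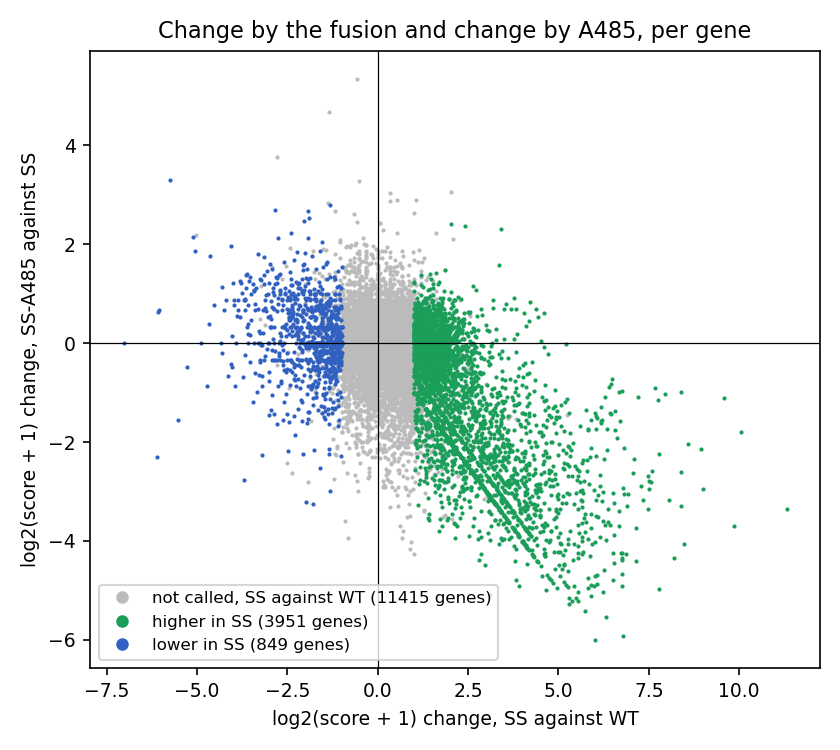
Each point is a tested gene, with its log2(score + 1) change in SS against WT on the x axis and in SS-A485 against SS on the y axis; green marks the 3951 genes higher in SS, blue the 849 lower and grey those not called. The SS-up genes have a median y of -1 and the SS-down genes a median y of 0.13. The axes share the SS samples, and simulations of this alone gave -0.05 and 0.03.

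Of the 14 genes that rose in both comparisons, 2 are described. HERC6 (ENSG00000138642, chromosome 4, 88378739 to 88443097) scored 1, 0 and 1 in WT, 8, 5 and 4 in SS and 56, 27 and 24 in SS-A485. PARP9 (ENSG00000138496, chromosome 3, 122527924 to 122564577) scored 5 ± 1.73, 18.3 ± 5.86 and 45 ± 17.3 in the 3 groups (SD, n = 3). The second rise of PARP9, whose exons overlap those of DTX3L on the opposite strand, lost its call in 6 of the 9 fits that each left out a sample, with adjusted p up to 0.185.

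Most lists that rose with the fusion fell with the inhibitor. All 10 tested genes of the activated list were called lower in SS-A485 than in SS (median -2.67, camera adjusted p 2.25e-09). HOX genes (11 of 34 lower, median -0.96, camera adjusted p 4.06e-05), other homeobox genes (50 of 59 lower, median -1.91, camera adjusted p 1.71e-24), SOX genes (9 of 12 lower, median -2.75, camera adjusted p 1.49e-07) and axon guidance genes (22 of 30 lower, median -2.23, camera adjusted p 8.62e-13) fell as well. Proliferation genes rose in part, with 5 of 17 called higher and 15 of 17 above their SS level (median 0.72, camera adjusted p 4.97e-06). TOP2A scored 86, 37 and 53 in WT, 8, 4 and 3 in SS and 19, 21 and 16 in SS-A485. These 6 lists also passed under fry. The 5 that fell kept their direction under every scaling, whereas centring raises every gene in SS-A485 against SS and so could not have turned the proliferation list.

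The repressed list had a median of 0.67 in SS-A485 against SS, passing under camera (adjusted p 0.0219) but not under fry (adjusted p 0.0541), and 3 of its 9 genes were called higher, namely CCN1, CAV1 and CAV2. Its median was 0.17 without SS-A485 replicate 3 and 1.17 without replicate 1. CAV2 scored 275, 388 and 305 in SS-A485, above its WT scores of 119, 184 and 160, while SULF1 stayed at 58, 99 and 85 against 395, 1041 and 1078 in WT. Extracellular matrix genes did not pass under camera (median -0.44, adjusted p 0.366) and passed under fry (adjusted p 0.0489), with 4 of 22 called lower. Hypoxia genes (median 0.41, camera adjusted p 0.366), deacetylases (median -0.29, camera adjusted p 0.554) and BAF subunits (median -0.30, camera adjusted p 0.366) passed neither test. Single members did change. Of the hypoxia genes, 0 were called higher and 3 lower, namely VEGFA (16, 37 and 51 in SS-A485; log2 change -2.66, adjusted p 0.00122), EGLN3 (-4.56, adjusted p 0.000126) and NDRG1 (-1.44, adjusted p 0.000945). HDAC5 was called lower (24, 22 and 28 in SS-A485; -1.085, adjusted p 0.00114), as were the BAF subunits SMARCD3 (-1.53, adjusted p 0.000604) and DPF1 (-1.74, adjusted p 0.022). The medians of the deacetylases and the BAF subunits turned to 0.05 and 0.04 after centring on the median gene.

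Adjusted over the list alone, the counts in SS-A485 against SS were 10 lower for activated genes, 3 higher and 1 lower for repressed genes, 16 lower for HOX, 52 lower for other homeobox genes, 10 lower for SOX, 24 lower for axon guidance, 6 higher for proliferation and 5 lower for extracellular matrix.

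**Figure D4:**
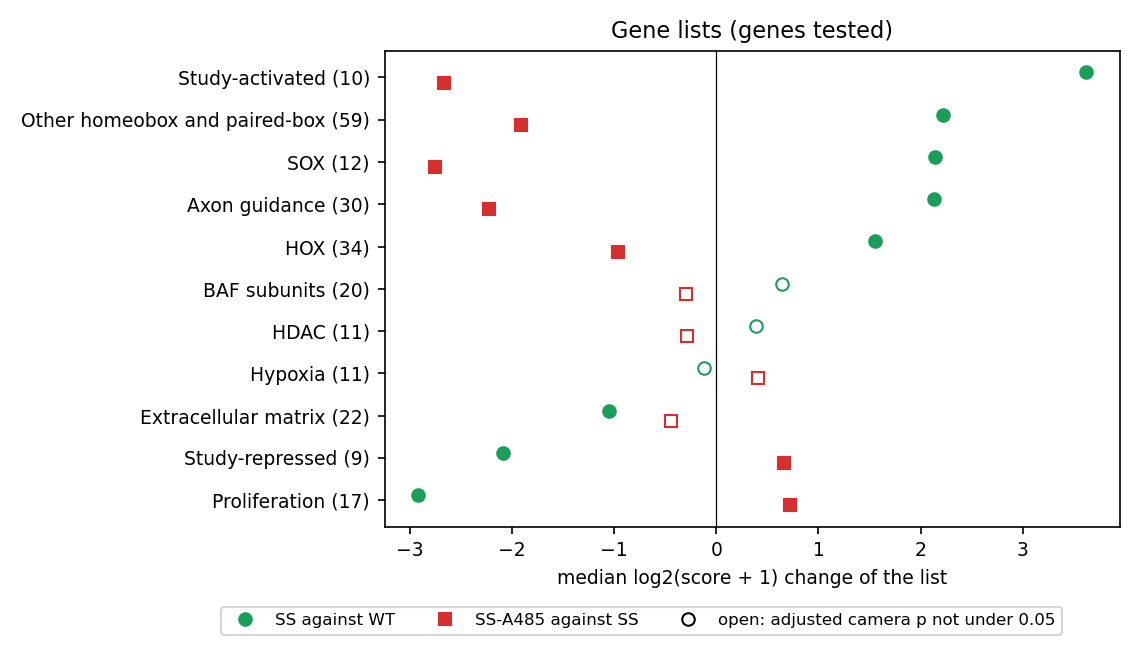
Median log2(score + 1) change (x axis) of each fixed gene list (y axis, with the number of genes tested), for SS against WT (green circles) and SS-A485 against SS (red squares); open symbols did not reach a camera adjusted p of 0.05. The activated, homeobox, SOX, axon guidance and HOX lists lie to the right of 0 in green and to the left in red, while the deacetylase and BAF medians change sign after centring on the median gene.

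Finally, SS-A485 was compared with WT to see how far treated cells remained from the control. Here 2697 genes were called higher and 1301 lower (67.5% rises). After centring on the median gene the counts were 1627 and 2090 (43.8% rises), and after quantile normalization 1616 and 1830 (46.9% rises). Without SS-A485 replicate 1, 4576 genes were higher. Of the SS-up genes, 1857 (47.0%) were still called higher than WT, and of the 1804 that A485 lowered, 1431 no longer were. Of the SS-down genes, 636 (74.9%) were still called lower than WT. As a share of the mean log2 change in SS, the SS-A485 samples kept 38.9%, 52.0% and 51.9% of the rise of SS-up genes (47.6 ± 7.52%, SD, n = 3) and 105%, 87.5% and 87.7% of the fall of SS-down genes (93.3 ± 9.88%).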

Values the study reported

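The study reported that A-485 lowered the expression of over 60% of the genes that SS18-SSX1 had raised. It does not state the thresholds behind this share. Its supplement lists fewer raised genes than were called here, so its share and the one found here are of different gene sets.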

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

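Before the data were examined, the groups, the comparisons, the thresholds, the gene lists and most alternatives were fixed. Chosen after seeing the data were the filter at a score of 10 and the centring on genes with a mean score of at least 10. So were the corrections for exonic length and GC content, and the alternatives followed with the same gene sets. The filter used had been listed as a second filter and was taken up once the values proved not to be counts. The corrections first also centred each sample. They were changed, after those results were seen, to keep each sample's overall level. A count-based test that had been planned was not run, because the score is not a count and whole reads cannot be recovered from it, and a length scaling of the HDAC levels was not run, because the score appears scaled for length already. With no filter, a pseudocount of 0.1 or fits on only the groups compared, all 6 counts of calls stayed within the limit set for a changed count.

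Scalings and thresholds moved many of the counts. Of the 6 counts of calls, 6 moved at an adjusted p under 0.01 and a 4-fold change, 5 after centring on the median gene, 4 under quantile normalization and 2 after centring on genes with a mean score of at least 10. SS-up and SS-down genes were called anew under each alternative, so the shares below are of differing genes unless said otherwise. Quantile normalization gave 1862 genes higher and 1977 lower in SS against WT, 777 higher in SS-A485 against SS and 1616 higher in SS-A485 against WT. The share of SS-up genes called lower in SS-A485 became 62% and their median change -1.59, and the share of SS-down genes called higher became 16.8% with a median change of 0.44. The repressed list then no longer passed in SS-A485 against SS (median 0.84, camera adjusted p 0.188), the extracellular matrix list did (median -0.43, adjusted p 0.0263) and the deacetylase median turned to 0.03. Centring on the median gene gave 1951 higher and 2398 lower in SS against WT, 694 higher in SS-A485 against SS, and 1627 higher and 2090 lower in SS-A485 against WT. The SS-up share was 62.9% with a median of -1.72, and the SS-down share was 11.6% with a median of 0.40. Deacetylases turned to -0.31 and BAF subunits to -0.06 in SS against WT, and to 0.05 and 0.04 in SS-A485 against SS. Centring on genes with a mean score of at least 10 gave 2634 higher and 1565 lower in SS against WT, 351 higher in SS-A485 against SS, an SS-up share of 55.2% with a median of -1.48, and a deacetylase median of -0.02 in SS against WT. For the same genes as on the deposited scale, the SS-up share fell instead of rising. It was 33.5% with a median of -0.43 under quantile normalization, 37.8% with -0.66 after centring on the median gene and 41.9% with -0.84 after centring on genes with a mean score of at least 10. The SS-down share of the same genes was 19.3% with a median of 0.39, 19.8% with 0.47 and 12.7% with 0.29 in that order.

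With a pseudocount of 0.1 the SS-up share was 39.8% with a median of -1.17, and in fits on only the groups compared it was 37% with a median of -0.73. At an adjusted p under 0.05 alone, 369 genes were higher in SS-A485 against SS, and the SS-up share was 39.9% with a median of -0.60. At an adjusted p under 0.01 and a 4-fold change, 1567 genes were higher and 289 lower in SS against WT, 14 and 1145 in SS-A485 against SS, and 590 and 423 in SS-A485 against WT. The SS-up share was then 58.9% with a median of -2.30, and the SS-down share 0.692% with a median of 0.33. With the filter at a score of 10, which tests fewer genes, 2295 genes were higher in SS against WT, 113 higher and 1247 lower in SS-A485 against SS, and the SS-up share was 38.3% with a median of -0.52. The length correction gave an SS-up share of 44.1%. The GC correction gave 35.1% with a median of -0.67, and turned the hypoxia median in SS against WT to 0.02. For the same SS-up genes, the share was 42.5% with a median of -1 in fits on only the groups compared. It was 40.5% with -1.37 at a pseudocount of 0.1, and 39.7% with -0.58 for the 2191 of them left by the filter at 10. After the length correction it was 45.8% with -0.98, and after the GC correction 39.7% with -0.81. Calling genes anew thus accounts for a part of these lower shares. Outside the scalings and the thresholds, the cause of what remains was not tested.

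Leaving out each of the 9 samples in turn gave from 93 (without SS replicate 3) to 499 (without SS-A485 replicate 1) genes higher in SS-A485 against SS and from 1255 to 2358 lower, and from 2162 to 4576 higher in SS-A485 against WT, the highest being without SS-A485 replicate 1. The SS-up share, over genes called anew, ranged from 32.4% to 50.8% and its median from -1.19 to -0.60. For the same SS-up genes that passed the filter, the share was lowest without SS replicate 3 (28.7%) and highest without SS-A485 replicate 1 (46.4%). It was 30.3% and 29.4% without SS replicates 1 and 2, so the low value is not peculiar to replicate 3. With any SS replicate left out, 3353 of the 3951 genes passed the filter. Genes above 0 in the 3 SS samples alone then fail it. The SS-down share ranged from 4.98% to 16.7% and its median from 0 to 0.24. In SS-A485 against SS the repressed list ranged from 0.17 to 1.17, no longer passing in 1 fit, and the BAF list from -0.43 to 0.02, its sign turning without SS-A485 replicate 1. The counts in SS against WT stayed within 2675 to 4573 higher and 673 to 963 lower.

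The groups share replicate numbers. Deviations of same-numbered samples correlated across genes at -0.011 to 0.078 for SS and WT, and at 0.031 to 0.041 for SS-A485 and WT. For SS-A485 and SS the correlations were 0.195, 0.246 and 0.047 in replicates 1, 2 and 3. The numbers thus show little pairing with WT, and a weak pairing of SS-A485 with SS is not excluded. A fit with the replicate number as a block gave 3958 genes higher and 873 lower in SS against WT. It gave 198 and 2290 in SS-A485 against SS, and 2630 and 1317 in SS-A485 against WT. The rise of PARP9 in SS-A485 against SS was no longer called in this fit (limma adjusted p 0.0534).

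The thresholds for single genes do not enter the list tests. Across the other alternatives, 407 list results kept their direction and their side of the threshold, 8 reversed, 2 weakened and 1 strengthened. Among the changes of named genes, 609 kept both, 30 weakened and 1 strengthened, and 0 reversed. Of the shares of unregulated genes called either way and of SS-up genes called higher, 39 stayed within their 95% interval and 24 did not. The weakened gene changes included rises in SS-A485 against SS of PARP9, MX1, HERC6 and AC133550.2. With a pseudocount of 0.1, the adjusted p was 0.0529 for AC133550.2 and 0.119 for HERC6. The unknown read depth limits all results near a score of 0, where the loss of fractions hides changes below 1.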

Other observations

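The tests on the amount of fusion transcript, on replicate 1, on whole-library scaling of the same SS-up genes, on proliferation and on interferon-stimulated genes were chosen after the results they bear on had been seen. The gene sets used for globins, red cells and interferon were also drawn up after the data were seen.

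The 6 samples of each comparison can be divided into 3 and 3 in 10 ways. In fits on the 2 groups compared, the true division called 5509 genes in SS against WT, 2292 in SS-A485 against SS and 3377 in SS-A485 against WT. In each comparison 1 of the 10 splits, the true one, gave as many genes, and the next highest split gave 0, 0 and 1 genes. With 10 splits the share cannot fall below 0.1. For SS-A485 against SS, simulations with no effect of A485 called a mean of 2.77 genes higher and 2.66 lower, against 206 and 2315 observed. Their noise was independent across genes. They hold no deviation of a whole library, such as that of SS-A485 replicate 1, and cannot show how many calls such deviations would give.

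The fall of SS-up genes in SS-A485 was set against several technical explanations. SS libraries shared by both comparisons would produce some apparent reversal, but simulated samples with no effect gave 0.0527% of SS-up genes called lower, against 45.7% observed. The simulations leave out deviations of whole libraries. A drop of all genes at such levels was looked at as well. Weighted to the same SS levels, 4.35% of the genes not called in SS against WT were called lower. Genes with a large spread are hard to call in both comparisons, so this share may be too low and does not decide the question. The median change, which does not rest on calls, was 0.004 in unregulated genes against -1 in SS-up genes, without matching for level. Centring on the median gene did not remove the pattern, as 37.8% of the same 3951 genes were still called lower. This test replaced an earlier one on the 1951 genes called anew after centring, in which the share was 62.9% and lay outside the 10 percentage points within which it had been predicted to stay. The size of the share thus depends on the scaling and on the set of genes. A further explanation stays open. SS-A485 samples had less SS18 transcript than SS samples, and replicate 1, with the lowest SS18 score (630), kept the smallest part of the rise, 38.9%, against 52.0% and 51.9% in replicates 2 and 3 (3794 and 4175). The unregulated genes also lay lower in replicate 1, however, and the order depends on whether this is taken into account. As scored, its SS-down genes kept 105% of their fall, against 87.5% and 87.7%, which goes against less fusion. Relative to unregulated genes, its SS-up genes had the smallest fall (-0.83, against -1.20 and -1.12), which also goes against it, but its SS-down genes had the highest change (0.33, against -0.09 and -0.04), which goes with it. The replicates thus do not decide. A485 may act on the targets of the fusion, or it may act in part through lower expression of the introduced fusion. These cannot be told apart with 3 samples and without an EGFP group that received A485.

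SS-A485 replicate 1 stood apart. Over the 9364 genes with a mean score of at least 10, its log2 score minus the mean of replicates 2 and 3 had an SD of 0.973, while the same measure was 0.724 and 0.461 for replicates 2 and 3, each set against a mean that contains replicate 1, and at most 0.454 in WT. Across genes this difference correlated with exonic length (Spearman -0.45) and with exonic GC content (Spearman 0.481), which does not place the departure in replicate 1. Within single samples, over protein-coding genes above a low mean score, Spearman correlations of the score with GC content were 0.093 in replicate 1, inside the range of the WT and SS samples (0.074 to 0.213), but -0.219 and -0.098 in replicates 2 and 3. With length they were -0.222 in replicate 1 and 0.029 and -0.045 in replicates 2 and 3, all outside the range of the WT and SS samples (-0.158 to -0.076). Correction for length brought the SD of replicate 1 to 0.877 and correction for GC content to 0.865, still well above WT, which argues against either trend as the whole cause. The 2 corrections were not applied together. Ribosomal-protein genes held 16.2% of the score in replicate 1, against 9.73% and 11.35% in replicates 2 and 3. Other technical differences between the libraries remain open, as does a biological difference, such as a weaker fusion expression in that culture. The SS18 score was lowest in replicate 1 (630, against 3794 and 4175), but whether this caused the departure was not tested.

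Rises outnumbered falls in SS against WT. The 200 genes with the highest mean held 43.4% of the score in WT and 35.9% in SS (SD 0.891 and 0.46), so other genes gain score where these fall. With these genes left out and the rest brought to one total, the median change of genes with a mean of at least 10 went from 0.389 to 0.231, and 3374 genes were higher against 1047 lower. The fall of abundant genes may therefore account for a part of the excess of rises, but not for all of it in this test. A true rise in total RNA per cell would need an added standard and was not analysed here.

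Proliferation genes fell in SS, although the introduced fusion is oncogenic. The 3 scalings lower the typical gene in SS against WT and all deepened this fall, so a first test that relied on them (median nearest to 0 of -3.33) was replaced. A shift of whole samples would lower other genes too, but for each of the 17 list genes the 100 genes nearest in WT level were taken, and the median of their median changes was 0.293, against -2.92 for the list. This argues against scaling as the cause. Of the corrections for length and GC content, the median nearest to 0 was -2.81, so these trends do not remove the fall. A candidate explanation is that these fibroblasts divided less after introduction of the fusion, and slower growth for another reason, such as culture density, was not tested. The rise of the list in SS-A485 (median 0.72) leaves most genes far below WT. BIRC5 scored 56, 29 and 43 in WT, 2, 1 and 1 in SS and 2, 7 and 2 in SS-A485.

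Alpha-globin was among the strongest rises. HBA1 and HBA2 reached 1057 and 509 in SS from 0 in WT. Red cells among the fibroblasts would bring other red-cell transcripts, but the highest score of 13 other red-cell genes in any SS sample was 2 (HBE1), 9 of them were listed at 0 in all SS samples, and HBB, ALAS2 and AHSP were among these. This argues against red cells. Within the alpha cluster, HBZ, HBM and HBQ1 stayed at 2 or less in SS. The rise was thus limited to the near-identical HBA1 and HBA2 among the 5 cluster genes looked at, and reads cannot be assigned firmly between that pair. The promoters of both have a CpG observed-to-expected ratio of 0.87, but the ratio is also above 0.6 for HBM (0.71) and HBQ1 (0.83), which were not raised, so a CpG-rich promoter alone does not single out HBA1 and HBA2.

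Genes listed at 0 in WT and raised in SS tended to have CpG-rich promoters. Among 7210 protein-coding genes listed at 0 in all WT samples, 1317 were called higher in SS, and 61.5% of these had a promoter (500 bases either side of the start) with a CpG observed-to-expected ratio of at least 0.6 and a GC fraction of at least 0.5, against 23.3% of the 5893 others. GC bias of the libraries is argued against, since within 5 strata of exonic GC content the combined odds ratio was still 5.0. Many genes among the others were too low to be called. A score of 0 means less than 1, so the genes listed at 0 were not shown to be silent. The pattern was not examined under other scalings, so a shift of whole samples that carries genes over the floor is not excluded. Of the raised genes, 1059 were called lower in SS-A485 and 63.6% of them were CpG-rich, against 53.1% of the 258 not called lower. This may reflect activation by the fusion at CpG islands, which is a hypothesis found and tested on the same data, and binding of the fusion was not analysed here.

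Interferon-stimulated genes rose in SS-A485 against SS, with a median change of 1.86 over the 20 of 21 genes tested. Of these, 20 were higher and 11 called. Without SS replicate 1, 2 or 3, the number called was 13, 7 and 6 in that order, with 20 higher each time. The rise was largest in SS-A485 replicate 1 (median 2.56, against 1.25 and 1.61 in SS-A485 replicates 2 and 3). Without SS-A485 replicate 1 the median was 1.44 (camera p 3.71e-05, fry p 0.0125), which argues against that replicate as the sole source. The same genes had a median change of 1.03 in SS against WT with 7 called higher, but the list did not pass under camera there (p 0.219; fry p 0.0206). SS replicate 1 lay highest (median 2.32 against the WT mean, with 0.59 and 0.76 in SS replicates 2 and 3), and without it the median was 0.53 (camera p 0.287, fry p 0.0568). With replicate 1 of both SS and SS-A485 left out, the median in SS-A485 against SS was 1.47 (camera p 1.37e-08, fry p 0.000841). In WT, 14 of the 20 genes had a mean score of at least 1. An effect of A485 without the fusion, or of viral delivery, cannot be assessed with these groups.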
